A study of Mus musculus with 6 samples. Its data were reported in "Single-cell RNA-sequencing analysis of estrogen- and endocrine-disrupting chemical-induced reorganization of mouse mammary gland" (2019).

How the data were processed

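Single-cell RNA sequencing was performed on mammary glands of female BALB/cj mice in 3 treatment groups, vehicle, E2 and E2+PBDE. E2 is 17β-estradiol, the main estrogen, and PBDEs are polybrominated diphenyl ethers, flame retardants that can disturb hormone signalling. Per the labels, E2 was injected daily at 1 µg per injection, and the PBDE mixture was given as 1 mg of BDE-47, 0.056 mg of BDE-100 and 0.126 mg of BDE-153 per kg of body weight per day. The study's methods state that exposure lasted 1 week and that the mice had been ovariectomized, which removes the main source of estrogen. Each group had 2 libraries, and each library carried the set name M3 or M4 in its label.

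The authors digested the glands to single cells, prepared droplet libraries with the Chromium Single Cell 3′ kit, and ran Cell Ranger against the mm10 genome. The deposited values are counts of unique molecular identifiers (UMIs) per gene and cell, not normalized, with 1 matrix per library. A UMI tags 1 captured mRNA molecule, so copies made by PCR are counted once. The matrices held called cells only, with 27998 gene rows and 14883 barcodes in all. Total UMIs per library ranged from 11118132 in vehicle M3 to 42012988 in E2+PBDE M4.

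Gene rows and clusters are given by number. A condition set before the data were examined allowed names only where a gene list had the same number of genes as the matrices have rows, and the list at hand did not. For the same reason the filter on mitochondrial UMIs, cell type names, lists of proliferation and estrogen-response genes, and shares of cells with a UMI of a hormone receptor were not analysed here. The rule for which rows are given was also set then. It took rows called at an adjusted p under 0.05, with a mean log2 CPM of at least 5 and every library of 1 group above every library of the other, and gave the largest fitted changes, at most 2 higher and 2 lower per contrast.

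Barcodes with at least 200 detected rows were kept as cells, as in the study's methods, which left out 19 barcodes and kept 14864 cells. Doublets, droplets with more than 1 cell, were scored in each library with Scrublet in scanpy 1.11.5. It marked 116 cells, or 0.780%, fewer than the loading would give (1.26% to 2.83% per library), and only 8 cells in each vehicle library. Doublets were kept, since the study's methods name no removal, and leaving out the marked cells was an alternative.

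Cells were clustered with Seurat 5.3.0. The M3 and M4 sets were integrated by canonical correlation analysis, the method of the study, with 2000 variable rows, 11 dimensions and a resolution of 0.6. This gave 18 clusters, numbered from 1 by size. The 13 clusters with at least 20 cells in every library were tested, and they held 94.6% of the cells.

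Cells of 1 library are not independent replicates. UMI counts were therefore summed per library, over all cells and over each tested cluster, and the sums were compared with edgeR 4.0.16. Rows were filtered with filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test was fitted over all 6 libraries with the group as the only term. P-values were adjusted by Benjamini-Hochberg within each cluster and contrast. Gene rows with an adjusted p under 0.05 are called. In counts over clusters, a row is counted once in each cluster that calls it.

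The set names pair the libraries. The log2 CPM difference between M4 and M3 correlated across 14686 gene rows between vehicle and E2 (r = 0.464), between vehicle and E2+PBDE (r = 0.490) and between E2 and E2+PBDE (r = 0.532). The study's methods describe 2 batches. A fit with the set as a replicate block is given beside the totals of calls that it changes by over 1.5 times. Counts of the 2 libraries of a group differed by more than UMI counting error, with chi-square per degree of freedom from 33.8 to 134, which rules out 1 library deposited under both set names. The study's methods describe them as biological replicates.

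The test was checked on simulated counts for the comparison of E2+PBDE with E2, with 200 rows changed by 2-fold or 4-fold. Over the whole library (14686 rows) the fit by group recovered 36% of the 4-fold changes and 0% of the 2-fold changes, and the fit with the replicate block recovered 82% and 29%. Over the 13 clusters (4936 to 10614 rows each) the median recovery of 4-fold changes was 59% by group and 86% with the block. For 2-fold changes it was 6% and 45%. False calls over the clusters numbered 0 of 843 by group and 97 of 1818 with the block. Over the whole library there were 0 false calls by group and 15 with the block.

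The share of a library's cells in a cluster is given with an exact binomial 95% interval, which covers counting error only. For a count of 0, the limit is 3 cells of the library. Shares were compared by a two-sided exact permutation test in scipy 1.17.1, with 2 libraries against 2. The smallest p this design allows is 0.333, so no share can pass 0.05. Numbered clusters were compared between groups only where none of the 10 rows that define the cluster was called between those groups, with or without the block. Against vehicle this left clusters 11 and 14. For the other clusters, a further clustering of all cells left out 2943 gene rows called against vehicle with the block. Its 13 clusters carry the letters A to M. Cluster I had 98.0% of its cells in cluster 11, and cluster K had 98.8% in cluster 14, so they largely repeat these. This clustering was chosen after the data were seen.

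The lowest UMI total of a barcode differed between libraries. A common minimum was therefore applied as an alternative, also chosen after the data were seen. It keeps cells with at least 5395 UMIs, the highest of the 6 lowest totals. Another such alternative left out, for every gene row and library, the cell with the most UMIs of that row. The other alternatives were RLE scaling, DESeq2 1.42.0, the replicate block, other row filters, fits to the 4 libraries compared, leaving out each library, at least 500 detected rows per cell, cells thinned to 2000 UMIs, and for shares other resolutions, 20 dimensions and no integration. No cell had under 2000 UMIs, so thinning left out 0 cells.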

Results

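The data comprised 6 single-cell libraries of the mouse mammary gland, 2 each from vehicle-, E2- and E2+PBDE-treated ovariectomized mice. The comparison of E2 with vehicle asks what estrogen changes in the gland, and the comparison of E2+PBDE with E2 asks what the flame retardants add. After filtering there were 4995 vehicle cells, 4763 E2 cells and 5106 E2+PBDE cells. Vehicle M3 held 1886 cells and vehicle M4 held 3109. E2 M3 and M4 held 2530 and 2233 cells, and E2+PBDE M3 and M4 held 1570 and 3536. In the same order, the libraries held 11118132 and 20293934 UMIs in vehicle, 24295060 and 29590862 in E2, and 15741339 and 42012988 in E2+PBDE.

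Vehicle cells had fewer UMIs. The median number of UMIs per cell averaged 5166 ± 254 in vehicle (SD, n = 2 libraries), 8116 ± 823 in E2 and 7540 ± 815 in E2+PBDE. Median detected gene rows per cell averaged 1718 ± 121, 2279 ± 194 and 2143 ± 105. Both vehicle libraries lay below all 4 treated libraries in both measures. With 2 libraries per group the smallest two-sided exact permutation p is 0.333. The lowest UMI total of any barcode also differed. It was 2315 and 3374 in vehicle M3 and M4, 4476 and 5395 in E2, and 4303 and 5160 in E2+PBDE. In every library this total lay between 8.05% and 10.3% of the 99th percentile of its barcodes. Small cells were therefore retained in vehicle libraries at totals that no treated barcode had. Only 44.8% and 48.1% of vehicle cells reached the common minimum of 5395 UMIs, against 75.1% to 100% of the cells in treated libraries. Within the 13 tested clusters, the ratio of treated to vehicle median UMIs per cell ranged from 1.08 in cluster 6 to 1.97 in cluster 13, with a median of 1.31.

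**Figure D1:**
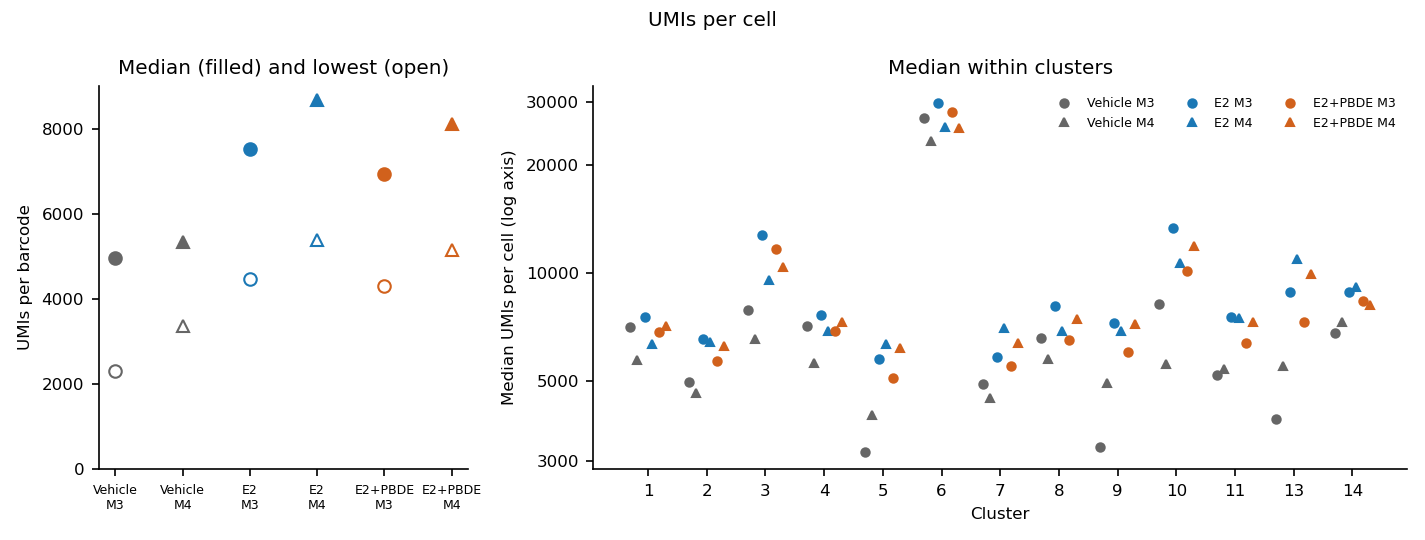
UMIs per barcode in the 6 libraries. On the left, filled symbols give the median and open symbols the lowest total of each library, which was 2315 and 3374 in vehicle against 4303 to 5395 in treated libraries; on the right, each symbol is the median of 1 library within a tested cluster, on a log axis.

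Counts summed over whole libraries mix changes in cell composition with changes within cells. Of 14686 gene rows, 0 were called between E2 and vehicle, 0 between E2+PBDE and vehicle and 0 between E2+PBDE and E2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 2302, 2662 and 66 rows. A calibrated test of unchanged rows would give a share of about 0.05 of the rows. The 66 rows by group, and the 204 with the replicate block given below, lie under that share. Both fits therefore appear conservative for E2+PBDE against E2, and 0 calls there do not show that no row changed. With the replicate block, 159 rows were called between E2 and vehicle, 107 higher and 52 lower. For E2+PBDE and vehicle 590 were called, 394 higher and 196 lower, and between E2+PBDE and E2 0 were called, with 204 at an unadjusted p under 0.05. DESeq2 without the block moved these results most, to 457, 743 and 1 called rows. The comparison of E2+PBDE with vehicle also depended on the libraries used for the estimate of spread: 675 rows were called without E2 M3 and 568 without E2 M4. Among cells over the common UMI minimum, the block gave 6 calls for E2 and 40 for E2+PBDE, and all of them were among those from all cells. Whole-library calls with the block may include false ones. In simulated counts of E2+PBDE against E2 the block made 15 false calls over the whole library.

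Within clusters, changes against vehicle were called under both treatments. Between E2 and vehicle there were 527 calls in 98678 tests of a gene row in a cluster, 308 higher and 219 lower, in 11 of the 13 clusters. For E2+PBDE against vehicle there were 692 calls, 369 higher and 323 lower. The replicate block moved these totals most among the fits on filtered rows, to 3441 and 3969, and these included all 527 and all 692 calls of the fit by group. Thinning every cell to 2000 UMIs reduced them to 170 and 279. Clusters 13, 5 and 9 gave most calls. For E2 they gave 246, 123 and 92, and for E2+PBDE 167, 181 and 249. This ranking depended on the fit. In thinned cells, cluster 13 had 1 call for E2 and 5 for E2+PBDE. DESeq2 called most rows in cluster 3 (260 and 331). With the block, cluster 6 had 689 and 681 calls, beside 695 and 572 in cluster 13, 536 and 669 in cluster 5 and 313 and 513 in cluster 9. With only the 4 libraries compared, cluster 9 had 2 calls for E2. Libraries outside the comparison mattered as well: for E2, cluster 13 had 139 calls without E2+PBDE M4, and cluster 9 had 50 without E2+PBDE M3 and 57 without E2+PBDE M4. For E2+PBDE, cluster 5 had 96 calls without E2 M3. In clusters 10 and 11 no row was called for E2 by group (754 and 427 rows at an unadjusted p under 0.05), and with the block 105 and 32 rows were called. Without E2+PBDE M3 there were 14 and 1 calls in them by group, and without E2+PBDE M4 2 and 1. For E2+PBDE, clusters 10 and 11 also had 0 calls by group, and 156 and 7 with the block. By group there were 41 and 10 calls without E2 M4, and 0 in both clusters without E2 M3. In cluster, row and direction, 379 calls were shared between the treatments by group and 2337 with the block. Both treatments were set against the same vehicle libraries, which alone can give shared calls, and no value for this was simulated.

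The common UMI minimum limited what could be compared. Only 8 clusters (1, 2, 3, 4, 6, 7, 8 and 11) kept at least 20 cells in every library. In these, 51 calls were made between E2 and vehicle, against 62 from all their cells, with 43 shared. For E2+PBDE there were 83 against 92, with 76 shared. With the replicate block there were 1621 calls for E2 against 1784, with 1500 shared, and 1766 for E2+PBDE against 2052, with 1682 shared. By group, the remaining 465 calls for E2 and 600 for E2+PBDE lay in clusters 5, 9, 10, 13 and 14, where too few vehicle cells reached the minimum.

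**Figure D2:**
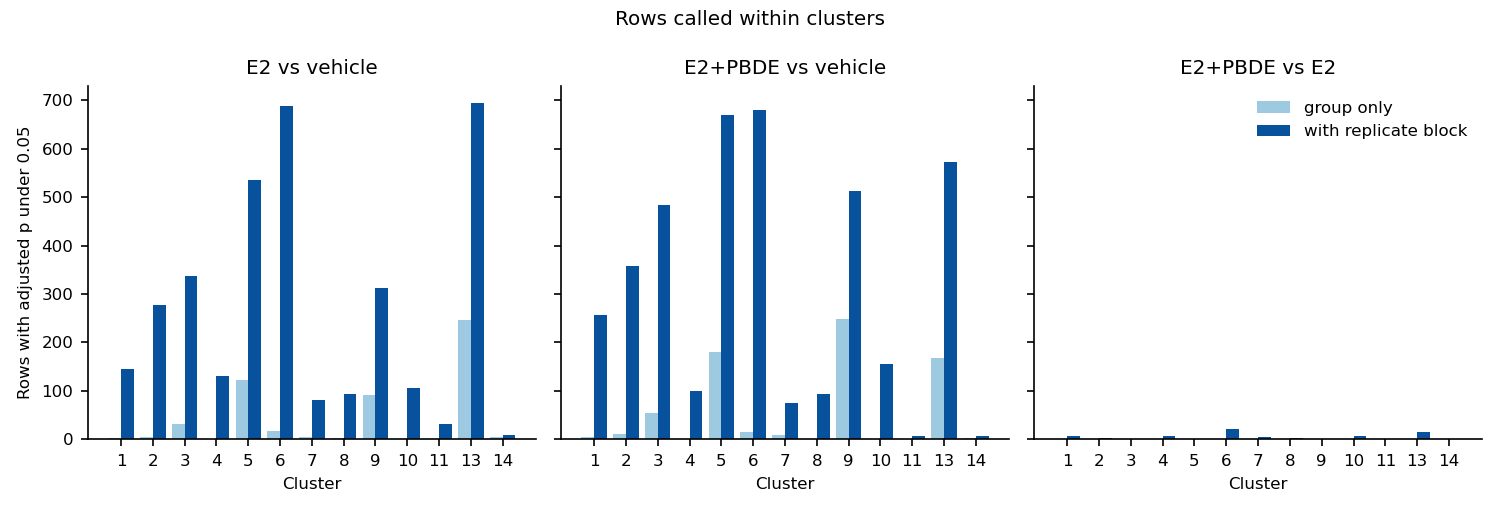
Gene rows with an adjusted p under 0.05 in each of the 13 tested clusters, for the 3 contrasts. Light bars are the fit by group (527, 692 and 0 calls over the clusters) and dark bars the fit with the replicate block (3441, 3969 and 65).

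Of the rows higher after treatment, row 17935 in cluster 5 had 202 UMIs in E2, 112 in E2+PBDE and 0 in vehicle. In libraries pooled by group, it was at least 31.4-fold higher in E2 than in vehicle (adjusted p = 0.00957, edgeR's quasi-likelihood test). In E2+PBDE it was at least 17.4-fold higher (adjusted p = 0.0116, edgeR). Row 18385 in cluster 13 had 132 UMIs in E2 and 0 in vehicle, at least 21.1-fold higher (adjusted p = 0.00679, edgeR). Row 8413 in cluster 9 had 83 UMIs in E2+PBDE and 0 in vehicle, at least 9.08-fold higher (adjusted p = 0.0352, edgeR). The bounds pool the 2 libraries of a group and set 3 counts against vehicle, the limit that a count of 0 allows. They leave out the spread between libraries, so the lower library of each treated group would give a smaller fold. For E2, row 17935 had 82.8 CPM in M3 and 46.1 in M4, and row 18385 had 72.1 and 110. Row 8413 had 36.1 and 57.9 CPM in E2+PBDE M3 and M4. Without the cell of most UMIs per library, rows 17935 and 18385 stayed called and row 8413 did not. DESeq2 called neither row 18385 nor row 8413, and in thinned cells neither passed the filter. For E2, the fitted log2 change of row 17935 went from 9.27 to 8.53 without E2 M3, which held 162 of its 202 UMIs. That of row 18385 went from 8.53 to 7.87 without E2 M4.

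Of the rows lower after treatment, 3 were in cluster 7. Row 13355 had 344 UMIs in vehicle and 0 in E2 (adjusted p = 0.0143, edgeR), row 19331 had 1146 and 1 (adjusted p = 3.82e-05, edgeR), and row 13356 had 3437 in vehicle and 1 in E2+PBDE (adjusted p = 3.91e-05, edgeR). Row 1398 in cluster 13 had 157 UMIs in vehicle, 145 in M3 and 12 in M4, and 1 in E2+PBDE (adjusted p = 0.0425, edgeR). Its fitted log2 change of -7.78 became -4.45 without vehicle M3. These UMIs were concentrated in single cells. In each of the 4 rows, the highest cell of either vehicle library together held between 70.7% and 87.8% of the vehicle UMIs. Without these cells none of the 4 rows was called, and 3 no longer passed the filter. The other, row 13356, kept 994 vehicle UMIs and a fitted log2 change of -10.64. Among cells with at least 500 detected rows, which leaves out 1 cell of each vehicle library and 0 of the others, none of the 3 rows of cluster 7 was called, and rows 13355 and 19331 no longer passed the filter. Row 13355 was also not called without E2+PBDE M3 or with only the 4 libraries compared. Row 1398 did not pass the filter in thinned cells or with only the 4 libraries compared.

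Between E2+PBDE and E2, 0 rows were called in any tested cluster by group, with 2027 of 98678 tests at an unadjusted p under 0.05. That is under the share of about 0.05 that calibrated tests of unchanged rows would give, so the fit by group appears conservative here. With the replicate block there were 65 calls, 52 higher and 13 lower in E2+PBDE, in 8 clusters. Cluster 6 had 20 of them and cluster 13 had 15. The fit by group without vehicle M3 gave 1 call and without vehicle M4 gave 2. In simulated counts of this comparison, the median cluster recovered 59% of 4-fold and 6% of 2-fold changes by group, and with the block it recovered 86% and 45%. Changes of 2-fold were therefore mostly not detectable by group.

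The effects of E2 and E2+PBDE against vehicle were similar across gene rows. Over the whole library their log2 changes correlated with r = 0.936, across 14686 rows that are not independent replicates. Both effects use the same vehicle libraries, which gives a positive correlation with no effect at all: in 100 simulated sets of unchanged groups the median r was 0.545 and the highest 0.563. Within the M3 set r was 0.848 (simulated median 0.555, highest 0.577), and within the M4 set it was 0.887 (simulated median 0.535, highest 0.556). Across the 3454 rows with a mean log2 CPM of at least 5, r was 0.968. In the clusters r ranged from 0.523 to 0.932, and in all 13 it exceeded the highest simulated value of that cluster. Within the M3 set this also held in 13 clusters, and within the M4 set in 12, since cluster 14 had an r of 0.639 there against a highest simulated value of 0.650. The simulated sets do not include the lower barcode cutoffs of the vehicle libraries, which could shift both effects alike. The correlation was not computed over the common UMI minimum, so part of the similarity may come from these cutoffs.

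**Figure D3:**
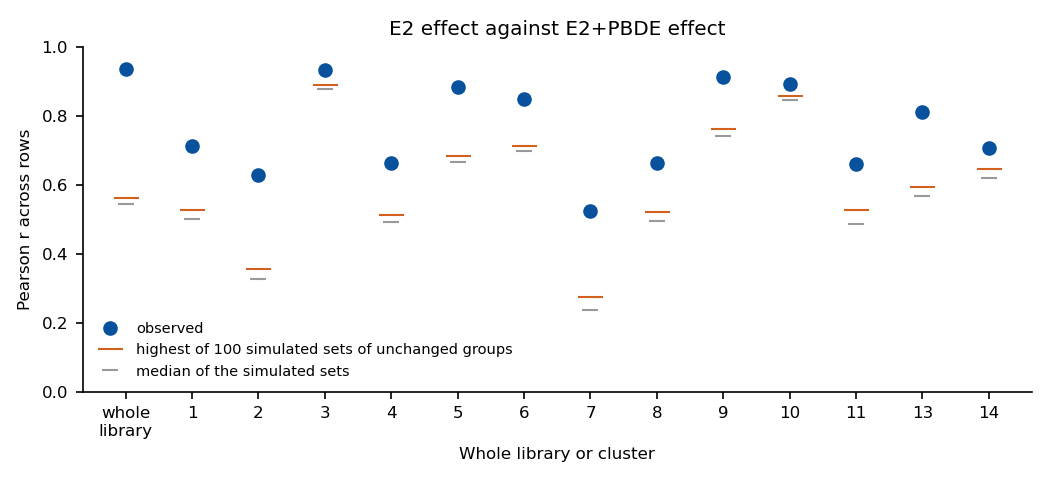
Pearson correlation across gene rows between the E2 effect and the E2+PBDE effect, each against vehicle, for the whole library and each tested cluster. Points are observed values (0.936 for the whole library), and dashes are the highest and the median of 100 simulated sets of unchanged groups.

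Of the numbered clusters, 2 could be compared in size with vehicle. Cluster 14 made up 2.41% ± 0.372 of E2+PBDE, 1.26% ± 0.239 of vehicle and 1.66% ± 0.503 of E2 libraries (SD, n = 2 each). Both E2+PBDE libraries therefore lay above both libraries of the other groups (exact permutation p = 0.333 for each, the smallest possible). Against E2 the difference was 1.37 percentage points in the M3 set and 0.134 in the M4 set. Its mean of 0.752 became 0.397 without E2 M3 and 0.490 without E2+PBDE M3. edgeR's quasi-likelihood test on numbers of cells called neither difference (adjusted p = 0.360 against vehicle and 0.985 against E2), and over the common UMI minimum the libraries of E2+PBDE and vehicle overlapped. Cluster 11 made up 2.97% ± 1.48 of E2+PBDE, 2.87% ± 2.42 of E2 and 2.67% ± 0.417 of vehicle libraries (SD, n = 2 each). Between E2+PBDE and E2, 1 of 12 comparable clusters had separated libraries, where chance gives 33.3%.

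Among the lettered clusters, 5 of 13 separated E2 from vehicle and 8 of 13 separated E2+PBDE from vehicle, where chance gives 33.3%. The 8 include cluster K, which largely repeats cluster 14. Cluster D fell from 27.5% ± 5.99 of vehicle cells to 9.18% ± 5.13 in E2 and 9.99% ± 5.24 in E2+PBDE (SD, n = 2 each; exact permutation p = 0.333). Cluster E rose from 2.23% ± 0.982 to 14.9% ± 10.2 and 15.7% ± 2.18. Cluster G rose from 1.09% ± 0.0368 to 4.08% ± 2.59 and 4.78% ± 1.27. Cluster L held 0 of 1886 cells of vehicle M3, which allows a share of up to 0.159%, and 2 of 3109 cells of vehicle M4, against 3.73% ± 3.59 in E2 and 1.58% ± 0.196 in E2+PBDE. Cluster H made up 11.6% of vehicle M3 (95% interval 10.2 to 13.1) and 2.22% of vehicle M4 (1.73 to 2.80), and averaged 1.43% ± 0.498 in E2 and 1.37% ± 0.581 in E2+PBDE. The difference between E2 and vehicle varied between the sets, from 6.13 percentage points in M3 to 19.1 in M4 for cluster E, from 1.19 to 6.21 for cluster L and from -9.83 to -1.14 for cluster H. edgeR's test on numbers of cells called 2 clusters (E and L) under each treatment, with adjusted p = 0.0411 and 0.0126 for E2 and 0.0359 for both under E2+PBDE. With the replicate block it called 6 under each treatment (D, E, F, G, H and L). It called 0 of 13 between E2+PBDE and E2, with or without the block, and 0 had an unadjusted p under 0.05.

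Cluster shares against vehicle depended in part on the cutoffs. Among cells over the common UMI minimum, clusters D, E, G, H and L still separated both treatments from vehicle in the same direction. The difference in cluster D between E2 and vehicle shrank from -18.3 to -8.36 percentage points, and that in cluster H from -5.49 to -1.66, while that in cluster E changed from 12.6 to 11.6. Cluster A reversed: it was 2.99 percentage points larger in E2+PBDE than in vehicle over all cells, with separated libraries, and -9.99 over the common minimum, again separated. For E2 its difference changed from 5.33 to -7.95, not separated in either. Cluster B changed sign in both comparisons with vehicle and became separated, from -2.34 to 6.09 for E2 and from -2.51 to 4.03 for E2+PBDE. The differences of clusters K and M for E2 and of clusters I and J for E2+PBDE also changed sign, with no separation over the common minimum, and clusters F and K no longer separated E2+PBDE from vehicle.

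**Figure D4:**
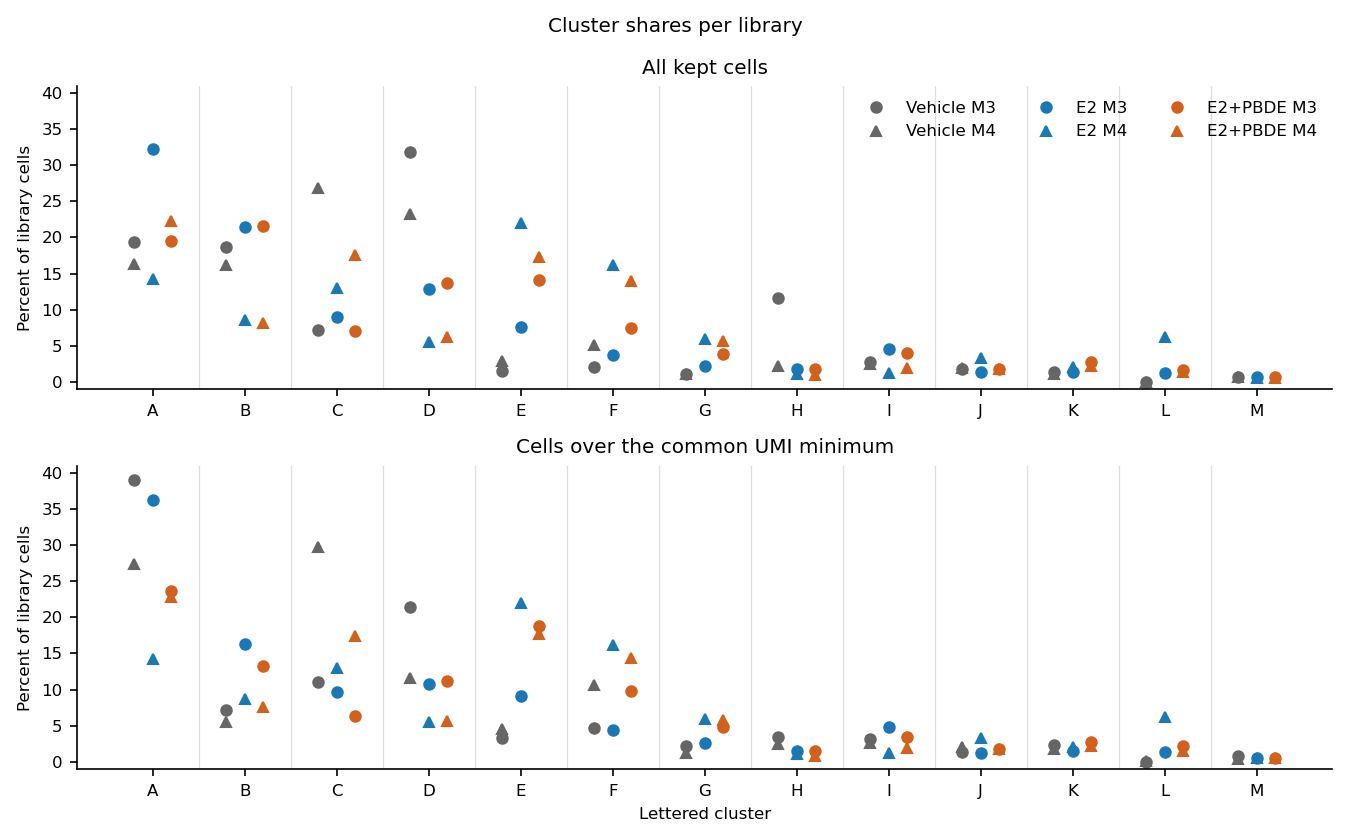
Share of each library's cells in lettered clusters A to M, over all kept cells (top) and over cells with at least 5395 UMIs (bottom). Circles are M3 and triangles M4 libraries; cluster D is larger and clusters E, G and L smaller in both vehicle libraries than in all treated libraries in both panels.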

Values the study reported

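The study reported that 2291 genes were detected on average from 14,853 cells. By group it gave 6121 cells for vehicle, 4952 for E2 and 3783 for E2 + PBDE. With the top 11 principal components it identified 11 major clusters.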

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

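The alternatives chosen after the data were seen were the common UMI minimum, leaving out the cell with the most UMIs of each gene row, and the clustering without rows called against vehicle, with every alternative for its lettered clusters. Of 252 values under an alternative, 196 kept their direction and their side of the threshold or stayed within 1.5 times, and 0 reversed. Totals of calls and numbers of separated clusters are counts, which cannot reverse. Apart from the correlation, which stayed positive, only effects of gene rows and differences in share of a numbered cluster could reverse. They gave 137 of the values, of which 0 reversed. These leave out 17 fits in which a row did not pass the filter. They include share differences with the replicate block, which equal those without it. The values of the lettered clusters are all counts of separated clusters. Of the lettered differences behind them, 1 reversed over the common UMI minimum with separated libraries in both cases: cluster A, between E2+PBDE and vehicle, from 2.99 to -9.99 percentage points. The cause was not tested for any change below unless it is given.

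For whole libraries, the 0 calls between E2 and vehicle became 457 with DESeq2, 159 with the replicate block and 125 with no filter. The 0 calls between E2+PBDE and vehicle became 743 with DESeq2, 590 with the replicate block, 158 with no filter and 571 with only the 4 libraries compared. They were from 568 to 675 across the fits that each left out 1 E2 library. The 0 calls between E2+PBDE and E2 became 1 with DESeq2.

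Over the clusters, the 527 calls between E2 and vehicle became 170 in cells thinned to 2000 UMIs, 957 with DESeq2, 3092 with no filter, 203 with only the 4 libraries compared and 3441 with the replicate block. The 692 calls between E2+PBDE and vehicle became 279, 1194, 3370, 406 and 3969 under the same alternatives. Among cells over the common UMI minimum there were 51 and 83 calls, which by construction cover 8 of the 13 clusters. Thinning also reduced the number of tests, from 98678 to 45087. The 0 calls between E2+PBDE and E2 became 2 with DESeq2, 201 with no filter and 65 with the replicate block, and were from 1 to 2 across the fits that each left out 1 vehicle library. RLE scaling, at least 10 counts in every library, doublets left out and at least 500 detected rows per cell kept all 3 totals over the clusters within 1.5 times. Calls were not counted for fits that left out a library of a compared group, which then had 1 library. These totals were therefore not checked against the loss of such a library.

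The correlation of the E2 and E2+PBDE effects rose from 0.936 to 0.968 across rows with a mean log2 CPM of at least 5. The 8 effects of gene rows given by number were refitted under 16 alternatives each. In 17 of these 128 fits the row did not pass the filter, so it was not called there. Of the 111 values, 97 were unchanged by these rules, 7 were tested and no longer called, 7 moved and 0 reversed. The 17 include all 8 effects with at least 10 counts in every library, where by construction a row with 0 or 1 UMI in a group is left out.

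Counts of numbered clusters with separated libraries, 0 between E2 and vehicle and 1 between E2+PBDE and vehicle, became 5 and 8 with the lettered clusters. This compares 13 clusters in place of 2. For E2+PBDE against vehicle the count was 0 with edgeR on numbers of cells and 0 over the common UMI minimum. Between E2+PBDE and E2 the count of 1 became 2 with no integration, 2 with 20 dimensions, 2 with at least 500 detected rows per cell, 2 over the common UMI minimum and 0 with edgeR on numbers of cells. Among the lettered clusters, edgeR on numbers of cells called 2 where 5 had separated E2 from vehicle and 2 where 8 had separated E2+PBDE from vehicle. Between E2+PBDE and E2 the count of 1 became 2 over the common UMI minimum, 0 with edgeR on numbers of cells and 0 with edgeR and the replicate block.

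The alternatives to the mitochondrial filter, the gene lists and the shares of cells with a UMI of a gene were not run, since gene rows are given by number. The number of libraries limits the share comparisons, whose smallest exact p is 0.333. The fits by group recovered a median of 6% of simulated 2-fold changes over the clusters, and the fits with the block on the same libraries 45%.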

Other observations

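The tests of the replicate block, of free RNA, of single cells with very high counts and of the barcodes with few detected rows were chosen after the results they concern were seen, and so were the common UMI minimum and the lettered clusters.

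Vehicle cells had fewer UMIs, with a ratio of treated to vehicle medians of 1.52 over all cells. A different cell composition alone, at equal UMIs within clusters, is argued against, since the median ratio within the 13 clusters was 1.31. Composition could still act through the barcode cutoffs, since fewer cells of high UMIs would lower them and keep smaller cells. The ratio within clusters cannot exclude that. Library-wide sequencing depth would shift every cluster alike, but both vehicle medians lay below all 4 treated medians in only 9 of the 13, and ratios ranged from 1.08 to 1.97. Barcode cutoffs that scale with the cells of highest UMIs stay open. Among cells over the common minimum, the median ratio in 8 clusters was 1.07, against 1.24 over all cells of those clusters. A control in which treated UMIs were divided by the observed ratio of each cluster gave 1.09, so the minimum itself brings the median ratio near 1. The highest ratio of a cluster was 1.45 over the common minimum and 1.47 in the control. For these libraries the cutoffs and a lower UMI content of vehicle cells cannot be told apart, because the lowest total differed with the group. An effect of E2 on RNA per cell may contribute and was not tested.

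The same barcode cutoffs that scale with the cells of highest UMIs could produce differences in cluster shares, by keeping small cells in vehicle only. As the whole cause for the lettered clusters that separated E2 from vehicle they are argued against as a set: 5 of 5 were still separated the same way over the common minimum. In clusters D and G the nearest libraries lay close there. Cluster D made up 11.6% of vehicle M4 and 10.8% of E2 M3, and cluster G 2.13% of vehicle M3 and 2.63% of E2 M3. Part of the differences may still come from them, since cluster D shrank from -18.3 to -8.36 percentage points. For E2+PBDE against vehicle, 5 of 8 kept their separation and 1, cluster A, reversed, while cluster B changed sign and became separated under both treatments. The choice of clusters, dissociation of the tissue and an effect of E2 on cell numbers stay open and untested.

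Between E2+PBDE and E2, 0 gene rows were called by group, with 2027 tests at an unadjusted p under 0.05. This is under the share of about 0.05 that calibrated tests of unchanged rows would give. Too few libraries to call any change is argued against for 4-fold changes in the median cluster only. It recovered 59% of simulated 4-fold changes by group and 86% with the replicate block. The lowest cluster recovered 20% by group, so 4-fold changes can be missed there. The 527 calls between E2 and vehicle by group used the same numbers of libraries, but do not measure power for this comparison. Smaller changes remain open, since the median cluster recovered 6% of 2-fold changes by group and 45% with the block. The 65 calls with the block may include false ones, which made up 97 of 1818 calls in the simulated data.

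More rows were called with the replicate block. A set difference shared by the 3 groups is a candidate explanation: the differences between M4 and M3 correlated across rows between groups, with a lowest r of 0.464. What differed between the sets was not tested.

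Free RNA from other cells could appear within a cluster when another cell type grows in number. It is argued against for the calls between E2 and vehicle as a set, since in 86.5% (456 of 527) the row lay above its whole-library level in the group where it was higher. The other 71 calls stay open. Most of them lay in clusters 13 (41 of 246) and 5 (14 of 123), and they include 2 of 3 in cluster 1 and 2 of 2 in cluster 8. An effect of E2 within cells may account for the rest and is a hypothesis, found on these data.

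The 3 lower rows given in cluster 7 had most of their vehicle UMIs in 1 cell per library, and in each vehicle library it was the same cell for all 3 rows, with 487 detected rows in M3 and 243 in M4. Single cells with very high counts of a row may account for these calls. Among cells with at least 500 detected rows, which leaves out these cells by a choice not made on the rows, 0 of the 3 were still called, and the calls in cluster 7 went from 4 to 0 for E2 and from 8 to 1 for E2+PBDE. For row 1398 in cluster 13 the tables do not decide: 0 calls were left without its highest cell per library, but these cells are chosen on the row itself, and it then no longer passed the filter. An effect of treatment on such cells stays open and was not tested.

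In the M3 set, 19 barcodes had under 200 detected rows, and in the M4 set 0 did. Another barcode cutoff in the M3 set is argued against as the cause, since 73.7% (14 of 19) would pass the highest M4 cutoff, 10.3% of the 99th percentile. A median of 97.6% of their UMIs lay in 5 gene rows. No biological explanation was tested.

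Here 18 clusters were found. That is higher than the number quoted from the study.

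The matrices hold 5004 vehicle, 4771 E2 and 5108 E2+PBDE barcodes. The vehicle and E2 numbers are lower and the E2+PBDE number higher than those quoted from the study. Exchanging labels within the M3 set or within the M4 set cannot give the study's vehicle number. The largest sum of 1 M3 and 1 M4 library is 6074.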
